# Neuronal Splicing Regulator RBFOX3 (NeuN) Regulates Adult Hippocampal Neurogenesis and Synaptogenesis

**DOI:** 10.1371/journal.pone.0164164

**Published:** 2016-10-04

**Authors:** Yi-Sian Lin, Han-Ying Wang, De-Fong Huang, Pei-Fen Hsieh, Meng-Ying Lin, Chih-Hsuan Chou, I-Ju Wu, Guo-Jen Huang, Susan Shur-Fen Gau, Hsien-Sung Huang

## Abstract

Dysfunction of RBFOX3 has been identified in neurodevelopmental disorders such as autism spectrum disorder, cognitive impairments and epilepsy and a causal relationship with these diseases has been previously demonstrated with *Rbfox3* homozygous knockout mice. Despite the importance of RBFOX3 during neurodevelopment, the function of RBFOX3 regarding neurogenesis and synaptogenesis remains unclear. To address this critical question, we profiled the developmental expression pattern of *Rbfox3* in the brain of wild-type mice and analyzed brain volume, disease-relevant behaviors, neurogenesis, synaptic plasticity, and synaptogenesis in *Rbfox3* homozygous knockout mice and their corresponding wild-type counterparts. Here we report that expression of *Rbfox3* differs developmentally for distinct brain regions. Moreover, *Rbfox3* homozygous knockout mice exhibited cold hyperalgesia and impaired cognitive abilities. Focusing on hippocampal phenotypes, we found *Rbfox3* homozygous knockout mice displayed deficits in neurogenesis, which was correlated with cognitive impairments. Furthermore, RBFOX3 regulates the exons of genes with synapse-related function. Synaptic plasticity and density, which are related to cognitive behaviors, were altered in the hippocampal dentate gyrus of *Rbfox3* homozygous knockout mice; synaptic plasticity decreased and the density of synapses increased. Taken together, our results demonstrate the important role of RBFOX3 during neural development and maturation. In addition, abnormalities in synaptic structure and function occur in *Rbfox3* homozygous knockout mice. Our findings may offer mechanistic explanations for human brain diseases associated with dysfunctional RBFOX3.

## Introduction

RBFOX3/NeuN belongs to the RNA-binding Fox (Rbfox) family of proteins and the whole family of proteins regulate alternative RNA splicing [1]. *Rbfox3* is exclusively expressed in neurons and dysfunctional RBFOX3 has been observed in various human brain disorders such as epilepsy [2], autism spectrum disorder [3], neurodevelopmental delay [3, 4], and cognitive impairments [5]. We previously used *Rbfox3* homozygous knockout mice to demonstrate a causal relationship between RBFOX3 and these diseases [6]. However, the function of RBFOX3 in the brain remains poorly understood. A recent study suggests RBFOX3 regulates neuronal differentiation by alternative splicing of *Numb* pre-mRNA [7] and our recent finding showed RBFOX3 is required for hippocampal circuit balance and function [6]. These two findings indicate RBFOX3 is critical for brain development but it is unclear how *Rbfox3* is developmentally regulated and whether RBFOX3 could contribute to normal brain and synaptic structure.

Cognitive deficits identified in persons with dysfunctional RBFOX3 [5] are similar to spatial learning deficits identified in *Rbfox3* homozygous knockout mice [6]. Evidence also suggests the hippocampal dentate gyrus (DG) may also play a role in cognition, through adult neurogenesis, which affects learning and memory [8, 9] and adult synaptogenesis, which affects learning behaviors [10, 11]. The spatial learning deficits exhibited by *Rbfox3* homozygous knockout mice and persons with dysfunctional RBFOX3 suggest RBFOX3 may play a role in adult neurogenesis and synaptogenesis.

To investigate the role of RBFOX3 during brain development with emphasis on neurogenesis and synaptogenesis, we first profiled the developmental expression pattern of *Rbfox3* in wild-type mice. We then used *Rbfox3* homozygous knockout (*Rbfox3*^*−/−*^) mice as an animal model to determine the effects of RBFOX3 on brain volume, disease-relevant behaviors, neurogenesis, synaptic plasticity and synaptogenesis. We found that expression of *Rbfox3* differs developmentally in distinct brain regions. In addition, *Rbfox3*^*−/−*^ mice displayed cold hyperalgesia and impaired cognition. Consistent with hippocampal DG circuit dysfunction, *Rbfox3*^*−/−*^ mice had defective synaptic plasticity and density in the hippocampal DG. Moreover, RBFOX3 regulates the exons of genes with synapse-related function. Our findings indicate the potential contributions of RBFOX3 to the pathogenesis of brain diseases with disrupted *RBFOX3*.

## Materials and Methods

### Mice

*Rbfox3*^*−/−*^ mice (full strain nomenclature is C57BL/6N-*Rbfox3*^*tm1a(EUCOMM)Hmgu*^, EM: 04705) were purchased from the Mary Lyon Centre of MRC Harwell (Oxford, UK); detailed information about these mice can be obtained in our previous study [6]. Mice were group-housed in ventilated cages, given food (PicoLab^®^ Rodent Diet 20, 5053) and water *ad libitum* and maintained on a 12-h light/dark cycle (lights off at 8 pm). Male *Rbfox3* heterozygous knockout mice were mated to female *Rbfox3* heterozygous knockout mice to obtain *Rbfox3* homozygous knockout mice and littermate control wild-type mice. The National Taiwan University College of Medicine and the College of Public Health Institutional Animal Care and Use Committee (IACUC) approved all procedures in this study. All experiments in this study were performed in accordance with the approved guidelines.

### Western blotting

Tissues were isolated and extracted from different brain regions and developmental stages. The brain hemispheres were taken randomly. Protein extracts were obtained by homogenizing tissues in lysis buffer (1% Triton X-100, 5 mM EDTA, pH 8, 0.15 M NaCl, 10 mM Tris-HCl, pH 7.5, Halt^™^ Protease and Phosphatase Inhibitor Cocktail (1:100, Thermo Scientific, 78440)) and protein concentration was determined with the Pierce BCA Protein Assay Kit (Thermo Scientific, 23227). Total protein lysates (40 μg) were separated by 7.5% SDS-polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes. Immunoblotting was performed using mouse anti-NeuN (1:1,000, Millipore, MAB377) and mouse anti-beta-actin (1:5,000, Sigma, A1978) primary antibodies. Primary antibodies were detected with their corresponding secondary antibody: IRDye680 donkey anti-mouse IgG (H+L) (1:15,000, LI-COR, 926–68072). Protein bands were visualized using an Odyssey^®^ Fc Dual-Mode Imaging System (LI-COR Biosciences). The intensities of protein bands were analyzed using the Image Studio^™^ software (LI-COR Biosciences, version 4.0.21). To control for protein loading, each protein level was normalized to beta-actin levels detected in each sample.

### Magnetic Resonance Imaging (MRI) volumetric analysis

Adult male mice (P56) were deeply anesthetized with isoflurane and perfused transcardially with 0.1M phosphate buffer (PB) with heparin (30 U/ml Heparin, Sigma, H-4784) followed by 4% paraformaldehyde in 0.1 M PB, pH 7.4. Mouse brains were removed, post-fixed overnight, and cryoprotected with 30% sucrose in 0.1 M PB for two days. We determined the volumes of the whole brain and different brain regions with MRI volumetry using a Biospec 4.7T 40-cm bore horizontal MRI system. The FSE T2WI parameters are below. TR = 6000 ms, TE = 60 ms, NEX = 10, FOV = 2x2 cm, slice-thickness = 0.5 mm, matrix size = 256x256, scanning time = 32 min.

### Behavioral measures

All behavioral assessments were performed with two cohorts of WT and *Rbfox3*^*-/-*^ male mice. The first cohort of mice (12 WT mice and 9 *Rbfox3*^*-/-*^ mice) was derived from 14 litters and used for gait analysis, grip force test, and prepulse inhibition test. The second cohort (8 WT mice and 8 *Rbfox3*^*-/-*^ mice) was derived from 9 litters and used for the rotarod test, hot/cold plate test and novel object recognition test. Testing began when mice were 7–11 weeks of age (1^st^ cohort) and 8–13 weeks of age (2^nd^ cohort). Mice were sacrificed immediately at the end of behavioral measures and were not further used for any biochemical measures in this study.

#### Rotarod test

Mice were evaluated for balance and motor coordination on an accelerating rotarod (Ugo Basile). Revolutions per minute (rpm) were set at an initial value of 3 rpm, with a progressive increase to a maximum of 30 rpm across 5 min, the maximum trial length. Test sessions consisted of 3 trials, with 1 min between each trial. Latency to fall, or to rotate off the top of the turning barrel, was determined by the rotarod timer.

#### Gait analysis

Mice were placed individually in an enclosed Catwalk walkway, which consisted of a glass plate plus two Plexiglas walls. The mice were allowed to walk freely and traverse from one side to the other of the walkway glass plate. Two infrared light beams were used to detect the arrival of the mouse and to control the start and end of data acquisition. The recordings were carried out when the room was completely dark. During the experiment, the crossing of the mice was captured by a high-speed video camera. The footprints and gait were automatically detected in an enclosed walkway with the CatWalk gait analysis system (Noldus Information Technology) and analyzed by CatWalk XT software. Paw pressure (light intensity), paw print area (complete surface area contacted by the paw during a stance phase) and interlimb coordination (measured as regularity index, which is the percentage of normal step sequences) were analyzed.

#### Grip force test

Grip-strength of forelimbs was measured by the Grip force test system (UGO Basile). When pulled by the tail, the mice instinctively grasp anything to stop backward movement. Mice were placed over a base plate before a grasping bar. The bar was fitted to a force transducer connected to the peak amplifier. Using this device, mice were pulled by the tail and maximal grip force (g) was measured within 20 seconds. Test sessions consisted of 3 trials, with 10 min between each trial.

#### Hot/cold plate test

Hot/cold plate test measures thermal nociception. The hot plate apparatus (Ugo Basile) was maintained at 55.0±1°C. Mice were placed into a glass cylinder of 20 cm diameter on the heated surface, and the time between placing of the mouse on the hot plate and the occurrence of licking of hind paws or jumping off the surface was recorded as response latency (s). A 50 s cut-off was used to prevent tissue damage. The cold plate test used the same instrument and procedures as the hot plate apparatus (Ugo Basile), however the surface was maintained at 0.0±1°C.

#### Prepulse inhibition measurements

Prepulse inhibition (PPI) was determined with the acoustic startle measure, which is based on the reflexive whole-body flinch, or startle response, following exposure to a sudden noise. Mice were tested with the Startle reflex test system (San Diego Instruments SR-LAB). Briefly, mice were placed in a small Plexiglas cylinder within a larger, sound-attenuating chamber (San Diego Instruments). The cylinder was seated upon a piezoelectric transducer, which allowed vibrations to be quantified and displayed on a computer. The chamber included a houselight, fan, and a loudspeaker for the acoustic stimuli (bursts of white noise). Background noise levels (70 dB) and calibration of the acoustic stimuli were confirmed with a digital sound level meter (San Diego Instruments). Each test session consisted of 56 trials, presented following a 4-min habituation period. There were four different types of trials: no-stimulus trials, trials with the acoustic startle stimulus (40 ms; 115 dB) alone, and trials in which a prepulse stimulus (20 ms; either 77 or 86 dB) had onset 100 ms before the onset of the startle stimulus. The different trial types were presented in blocks of four, in randomized order within each block, with an average inter-trial interval of 15 sec (range: 10 to 20 sec). Measures were taken of the startle amplitude for each trial, defined as the peak response during a 65-msec sampling window that began with the onset of the startle stimulus. The percentage PPI of the startle response was calculated as 100 –[(SRPP/SR) x 100], where SR means the startle response to the pulse stimulus and SRPP means the startle response to the pulse with the prepulse stimulus.

#### Novel object recognition test

The novel object recognition test measures recognition memory. The test was carried out in an open field box measuring 47 cm x 26 cm x 21 cm. Mice were habituated to the test box for 10 min for the first 2 days with no objects present in the environment (the habituation phase). On the third day, mice were placed in the test box and after a 10-min habituation period, two identical objects were introduced in two corners (approximately 20 cm apart from each other). The objects used in this study were 4 cm x 4 cm x 4 cm plastic blocks (the familiarization phase). The total time spent exploring each object was recorded using a 20s criterion for exploration time. Then the mice were returned to their home cage. After 24-hr the mice were placed in the test box once again and the test phase began. The test box contained one of the familiar objects used in the previous training session and a novel object. Since mice showed no preference for particular objects or locations, the novel objects were introduced on the right side of the test box. The time spent exploring the familiar and the novel object during the testing phase was represented as *a*, and *b*, respectively. The discrimination index was calculated as (*b*-*a*)/(*a*+*b*). Two different cohorts were conducted for the novel object recognition test. We normalized the discrimination index for each cohort of data before combining the two cohorts.

#### Neurogenesis analysis

Adult mice (P80) were deeply anesthetized with isoflurane and perfused transcardially with 0.1M PB, pH 7.4 with heparin (30 U/ml Heparin, Sigma, H-4784) followed by 4% paraformaldehyde in 0.1 M PB, pH 7.4. Mouse brains were removed, post-fixed overnight, and cryoprotected with 30% sucrose in 0.1 M PB for two days. Coronal sections of the hippocampus were cut at a thickness of 40 μm on a sliding microtome. Sections were mounted on SuperFrost slides and dried overnight. Subsequently, slides were incubated in 0.01 mol/L citrate buffer for 40 min at 90°C, 3% H_2_O_2_ for 10 min, rinsed in PBS, and incubated overnight at room temperature in a goat polyclonal antibody to DCX (1:400, Santa Cruz, sc-8066) or a mouse monoclonal antibody to Ki67 (1:3000, Vector Lab, VP-K451). The following day, sections were stained with biotinylated secondary antibodies (standard IgG ABC kit, Vector Lab, PK-6105 for DCX; PK6101 for Ki67) followed by incubation for 5–10 min in 3’3’-diaminobenzidene (Sigma). Sections were then counterstained with cresyl violet and mounted with DPX (Sigma, 06522). Images were acquired using a Zeiss Axio Imager M2 microscope with a 10X/0.3 NA objective. DCX- and Ki-67-positive cells were counted in every eighth section throughout the entire rostrocaudal extent of the DG hemilaterally (6 sections per mouse brain). The DCX- and Ki-67-positive cells in all focal planes through the 40-μm section were included. The total number of labelled cells per section was determined and multiplied by section selection ratio (eight) and the number of DG per mouse brain (two) to obtain the total number of labelled cells in the DG.

### Hippocampal slice preparation

Mice (P48 to P51) were anaesthetized with 5% isoflurane in oxygen-enriched air and decapitated. Brains were rapidly removed and chilled in ice-cold dissection buffer containing (in mM): 87 NaCl, 2.5 KCl, 0.5 CaCl_2_, 7 MgCl_2_, 1.25 NaH_2_PO_4_, 25 NaHCO_3_, 75 sucrose, 10 glucose and 1.3 ascorbic acid, oxygenated with 95% O_2_ and 5% CO_2_ (pH, 7.4; 300 mOsmol). Hippocampal slices were cut coronally at 350 μm in dissection buffer using a vibroslicer (VT 1200S, Leica, Buffalo Grove, IL). Prior to recording, slices were allowed to recover by incubating for 30 min in 30°C artificial cerebrospinal fluid (ACSF) consisting of (mM): 124 NaCl, 3 KCl, 2 CaCl_2_, 1 MgCl_2_, 1.25 NaH_2_PO_4_, 26 NaHCO_3_ and 20 glucose (pH, 7.4; 295 mOsmol) and gassed with 95% O_2_ and 5% CO_2_. And then maintaining in a moist air-liquid (ACSF) interface chamber at room temperature for 60 min. Individual slices were transferred to an immersion-type recording chamber mounted on an upright microscope (Axio Examiner D1, Zeiss) and continuously perfused with oxygenated ACSF at a rate of 2–3 ml/min and maintained at 30–32°C. Neurons were viewed using Nomarski optics.

### Field potential recordings

Field excitatory postsynaptic potentials (fEPSPs) were recorded in coronal hippocampal slices with borosilicate glass electrodes (1.5-mm outer diameter, 0.32-mm wall thickness; Sutter, Novato, CA, USA) with a resistance of approximately 2–3 MΩ when filled with ACSF. Both recording electrode and bipolar stainless steel electrode (CBCMX75 (ST1)), FHC, Inc., Bowdoinham, ME, USA) were posed in the medial perforant path of the molecular layer. fEPSPs were recorded in the presence of 5 μM SR95531 (Abcam, ab120042), 3μM CGP54626 (Tocris, 1088) and 1μM Strychnine (Abcam, ab120416) and were evoked every 20 s. In each experiment, an input-output (I-O) relationship was plotted by the initial slope of the fEPSP versus the fiber volley. Stimulus intensity was adjusted to about 30% amplitude of the maximum fEPSPs. Paired stimuli were delivered between 50, 100, 200, 500 and 1000 ms apart and paired-pulse ratios (PPR) were measured by dividing the initial slope of the second fEPSP by the initial slope of the first fEPSP. For chemical induced LTD (chemical-LTD) recoding, 50 ms paired stimuli were delivered for inducing fEPSP and monitoring PPR. 30 μM DHPG (Tocris, 0342) was added into bath solution for 20 minute to induce chemical-LTD following 20-min stable baseline recording. In rescue experiments, 100 nM bryostatin-1 (Tocris, 2383) or vehicle was applied in whole recording (from 20 min baseline to 60 min chemical-LTD). Changes in synaptic strength were measured by comparing the average response slopes 45–60 min after conditioning stimulation to the pre-conditioning baseline response (5–20 min).

### RNA-sequencing (RNA-Seq)

Mice were deeply anesthetized with isoflurane before being sacrificed. The right cerebral cortical hemisphere was removed from P56 male WT and *Rbfox3*^*-/-*^ mice. Total RNA was extracted with the RNeasy lipid tissue mini kit (Qiagen, 74804). The details of RNA quality check, cDNA library construction, and differential gene expression analysis have been previously described [6]. For exon usage analysis, DEXSeq, a statistical method to test for differential exon usage in RNA-Seq data [12], was applied in this study. We aligned the RNA-Seq reads from WT and KO samples to the mouse genome (Ensembl 69) using BWA. After alignment, we selected the exons with 10 reads mapped to further DEXSeq analysis, and a false discovery rate of 1% was set to find significant differential exon usage. For binding pattern recognition, we fetched seq of the 500 bp upstream and downstream of each exon of the mouse ref genome (Ensembl 69) to find the TGCATG pattern in these sequences. Gene ontology (GO) analysis was performed with the GOrilla program (http://cbl-gorilla.cs.technion.ac.il/) [13, 14]. The RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [15] and are accessible through GEO Series accession number GSE84786 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84786).

### Synaptic number and size analysis

Adult mice (P49) were deeply anesthetized with isoflurane and perfused transcardially with 0.1M PB with heparin (30 U/ml Heparin, Sigma, H-4784) followed by with 4% paraformaldehyde in 0.1 M PB, pH 7.4. Mouse brains removed, post-fixed overnight, and cryoprotected with 30% sucrose in 0.1 M PB for two days. Coronal dorsal hippocampal sections (7 μm) were cut on a cryostat (Leica, CM3050 S), and every eleventh section was mounted on glass slides. Sections were permeabilized with 0.3% Triton X-100 in 1X PBS for 30 min and blocked with 5% goat serum for 2 hr. Sections were incubated with primary antibodies (rabbit anti-Synapsin 1 (SYN1), 1:1,000, Millipore, AB1543; mouse anti-PSD95, 1:200, Thermo Fisher, 7E3-1B8) at 4°C overnight followed by 2 hr incubation at room temperature with Alexa Fluor^®^ 488 Goat anti-mouse IgG1 (γ1) secondary antibody (1:500, Life Technologies, A21121), Alexa Fluor^®^ 546 Goat anti-rabbit IgG (H+L) secondary antibody (1:500, Life Technologies, A11010) and DAPI (1,1,000, Invitrogen, D-1306). Images for synaptic counting were acquired using a Zeiss LSM880 confocal microscope (Carl Zeiss, Taiwan) with a 100X/1.46 NA objective. The density and size of puncta or synapses of proximal dendrites (100 μm from the soma) of granule cells in the DG was quantified via ImageJ and Synapse Counter (plug-in for ImageJ, https://github.com/SynPuCo/SynapseCounter) through a depth 1 μm-thick section to optimize visualization of definable puncta. Schematic images were acquired using a Zeiss Axio Imager M2 microscope with a 10X/0.3 NA objective and a 40X/0.75 NA objective (enlarged images).

### Statistical analysis

All data are presented as means ± standard error of the mean (s.e.m.) with sample sizes (n) shown in figures or stated in the text. Statistical analyses (Student’s t-test, One-way ANOVA and Two-way repeated measures ANOVA) were performed using SigmaPlot 13.0 (Systat Software). Normality tests (Shapiro-Wilk) and equal variance tests were run and passed (*P* > 0.05) before parametric statistical analyses were performed. *Post hoc* analyses (Holm-Sidak and Tukey) were performed if needed. Non-parametric statistical analyses (Kruskal-Wallis One-way ANOVA on ranks and Mann-Whitney Rank Sum Test) were performed if normality and equal variance tests were not passed (*P* < 0.05).

## Results

### Expression of *Rbfox3* differs developmentally in distinct brain regions

Neurodevelopmental impairments occur in persons with dysfunctional RBFOX3 [2–5]. To address how *Rbfox3* is regulated during brain development, we determined the expression level of *Rbfox3* in wild-type (WT) mice from embryonic to adult stages (embryonic day 15.5, E15.5 to postnatal day 49, P49) in different regions of the brain (Fig 1a) with western blot analysis. Expression of *Rbfox3* was upregulated after birth and peaked at P21 in the cerebral cortex, striatum and cerebellum (Fig 1b, 1c and 1f, respectively), whereas the peak occurred at P14 in the hippocampus (Fig 1d) and amygdala (Fig 1e). Expression of *Rbfox3* was down-regulated in the adult brain in all regions examined (Fig 1). Our data suggest RBFOX3 could play an important role during brain development and maturation.

**Fig 1:**
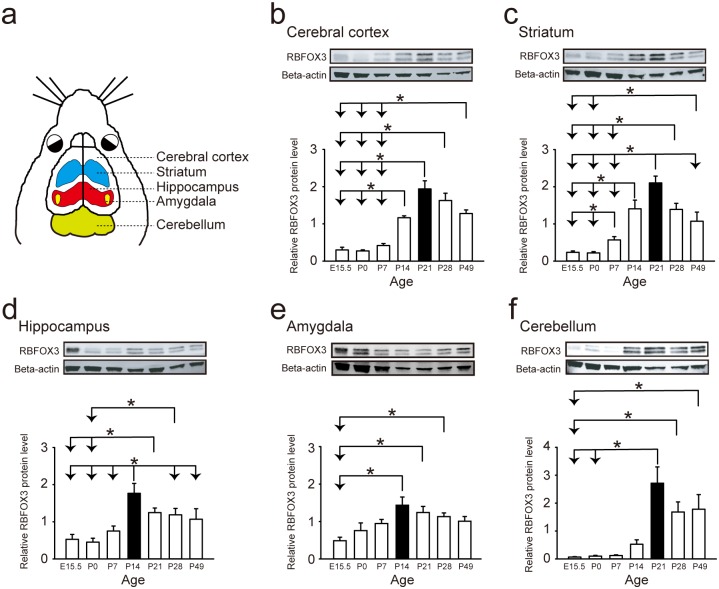
*Rbfox3* is developmentally expressed and regulated in distinct brain regions. (**a**) Schematic of brain regions examined in WT mice. Levels of RBFOX3 protein were measured from embryonic stage (embryonic day 15.5, E15.5) to adult stage (postnatal day 49, P49) in the cerebral cortex (**b**), striatum (**c**), hippocampus (**d**), amygdala (**e**) and cerebellum (**f**) with western blot analysis. One-way ANOVA with Holm-Sidak *post hoc* comparison, *P < 0.05 for (**b-e**), Kruskal-Wallis One-way ANOVA on ranks with Tukey *post hoc* comparison, *P < 0.05 for (**f**). n = 5 brain hemispheres. All data are the mean ± s.e.m.

### Volumes from distinct brain regions were analyzed in WT and *Rbfox3*^*-/-*^ mice

*Rbfox3* is expressed developmentally in the brain and deletion of *Rbfox3* causes reduced brain weight regardless of gender [6], therefore RBFOX3 could affect brain structure during development. To address this question, we compared the volumes of different brain regions (Fig 2a) of WT and *Rbfox3*^*−/−*^ (KO) mice using MRI analysis (Fig 2). Brain volume was similar in WT mice and *Rbfox3*^*−/−*^ mice (Fig 2b). The volume was similar in both WT and *Rbfox3*^*−/−*^ mice in the prefrontal cortex (Fig 2c), somatosensory cortex (Fig 2d), striatum (Fig 2e), dorsal and ventral hippocampus (Fig 2f and 2g), hypothalamus (Fig 2i) and cerebellum (Fig 2j). However, we observed a trend of decreased volume in the amygdala (Fig 2h) in *Rbfox3*^*−/−*^ mice.

**Fig 2:**
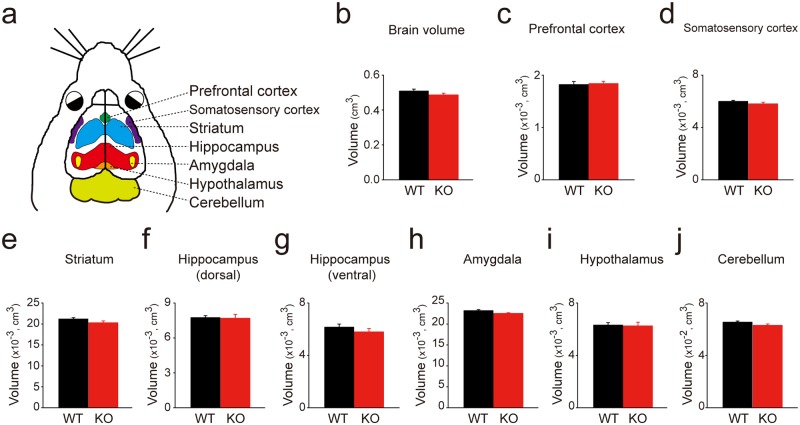
Volume measurements of distinct brain regions from wild-type and *Rbfox3*^*−/−*^ mice. (**a**) Schematic of adult mouse brain regions examined. Volumes of the whole brain (**b**), prefrontal cortex (**c**), somatosensory cortex (**d**), striatum (**e**), dorsal hippocampus (**f**), ventral hippocampus (**g**), amygdala (**h**), hypothalamus (**i**) and cerebellum (**j**) were measured in adult (postnatal day 56) wild-type (WT) and *Rbfox3*^*-/-*^ (KO) mice with MRI analysis. Student’s t-test, two-tailed, n = 6 per group.

### *Rbfox3* deletion results in cold hyperalgesia and impaired cognitive abilities

Because RBFOX2 is required for both cerebellar development and mature motor function [16] and RBFOX3 regulates alternative splicing and nonsense-mediated decay of *Rbfox2* [17], we investigated whether a deletion of *Rbfox3* could cause deficits in motor coordination. We performed a rotarod test, gait analysis and grip force test to evaluate the motor function and coordination of *Rbfox3*^*−/−*^ mice compared with WT mice (Fig 3). Motor coordination and grip force in *Rbfox3*^*−/−*^ mice was not significantly different from WT mice (Fig 3a, 3b and 3c). Deletion of *RBFOX3* was observed in persons with autism spectrum disorder [3]. Furthermore, persons with autism spectrum disorder experience sensory abnormalities related to sight, hearing, touch, smell and pain [18]. Therefore, we employed a hot/cold plate test and prepulse inhibition test to evaluate the nociceptive behavior and sensorimotor gating of *Rbfox3*^*−/−*^ mice compared to WT mice. When compared to WT mice, *Rbfox3*^*−/−*^ mice demonstrated cold hyperalgesia (Fig 3d), but there was no significant difference in the prepulse inhibition test (Fig 3e). Moreover, *Rbfox3*^*−/−*^ mice have learning deficits in the Water Maze test [6], therefore we wondered if these deficits could be reproduced in another learning paradigm, the novel object recognition test. Consistent with previous findings, *Rbfox3*^*−/−*^ mice exhibited learning deficits compared with WT mice (Fig 3f). Collectively, these data indicate that *Rbfox3*^*−/−*^ mice exhibit cold hyperalgesia and impaired cognitive abilities.

**Fig 3:**
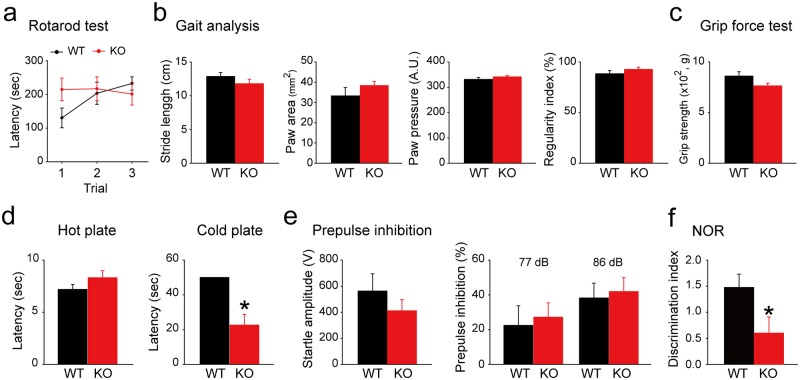
*Rbfox3*^*−/−*^ mice exhibited cold hyperalgesia and impaired cognitive ability compared to WT mice. (**a**) Rotarod test was performed for WT and *Rbfox3*^*−/−*^ (KO) mice. WT, n = 8, KO, n = 8. (**b**) Gait analysis was evaluated for WT and KO mice. WT, n = 12, KO, n = 9. (**c**) Grip force test was measured for WT and KO mice. WT, n = 12, KO, n = 9. (**d**) Hot/cold plate test was determined for WT and KO mice. All WT mice reached a 50 s cut-off time in the cold plate test; therefore, there is no error bar for WT mice. Mann-Whitney Rank Sum Test, *P < 0.05; WT, n = 8, KO, n = 8. (**e**) Evaluation of prepulse inhibition test for WT and KO mice. WT, n = 12, KO, n = 9. (**f**) Novel object recognition test was evaluated for WT and KO mice. Student’s t-test, two-tailed, *P < 0.05, WT, n = 11, KO, n = 13.

### *Rbfox3* deletion impairs adult neurogenesis

Since learning deficits were consistently identified in *Rbfox3*^*−/−*^ mice with two different paradigms of learning [6], we further investigated whether dysfunctional neurogenesis in the hippocampal DG (Fig 4a) could contribute to these deficits. Ki67, a marker for proliferation, and DCX, a marker for immature neurons, were used to estimate the level of ongoing neurogenesis [19, 20] (Fig 4b). We quantified both markers in the hippocampal DG of *Rbfox3*^*−/−*^ mice and WT counterparts and observed deficits in the number of Ki67- and DCX-positive cells (Fig 4c and 4d). In summary, these data indicate RBFOX3 plays an important role in adult neurogenesis. Its absence resulted in deficits in neurogenesis, which could contribute to the learning deficits seen in *Rbfox3*^*−/−*^ mice.

**Fig 4:**
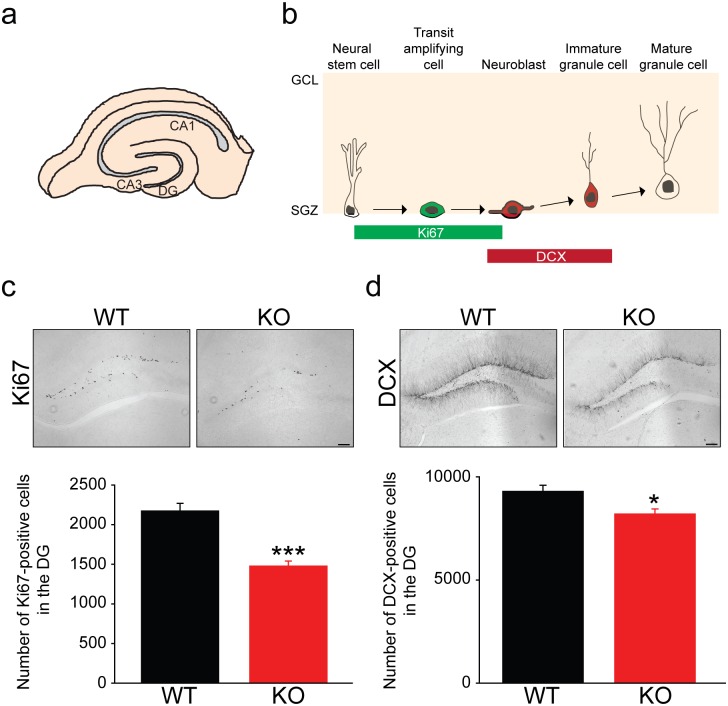
*Rbfox3* deletion causes deficits of neurogenesis. (**a**) Diagram of the location of the hippocampal dentate gyrus (DG). (**b**) Diagram showing different stages of postnatal neurogenesis in the hippocampal DG. Ki67 and DCX markers indicate distinct stages of neurogenesis. (**c**) Ki67 positive cells were quantified in the hippocampal DG of *Rbfox3* KO and WT mice. Student’s t-test, two-tailed, ***P < 0.001; WT, n = 42 sections, 6 sections/mice, 7 mice; KO, n = 36 sections, 6 sections/mice, 6 mice. (**d**) DCX positive cells were quantified in the hippocampal DG of *Rbfox3* KO and WT mice. Student’s t-test, two-tailed, *P < 0.05; WT, n = 54 sections, 6 sections/mice, 9 mice; KO, n = 48 sections, 6 sections/mice, 8 mice.

### *Rbfox3* deletion causes deficits in chemically induced long-term depression

Long-term depression (LTD) is a marker of synaptic plasticity and learning and memory. It is also a reliable indicator of learning inflexibility [21]. Activation of metabotropic glutamate receptors (mGluRs) by the agonist 3,5-dihydroxyphenlyglycine (DHPG) induced LTD (Fig 5a). We observed increased synaptic transmission (Fig 5b) and decreased paired-pulse depression (Fig 5c) in the hippocampal DG of *Rbfox3*^*−/−*^ mice compared with WT controls. More importantly, we observed deficits of chemically induced long-term depression (DHPG-LTD) in *Rbfox3*^*-/-*^ mice (Fig 5d), consistent with previous findings of electrically induced long-term depression (LFS-LTD) in *Rbfox3*^*-/-*^ mice[6], although both types of LTD use different receptors and upstream mechanisms[22]. Activation of protein kinase C (PKC) is necessary for induction of LTD [23–25]. However, LTD deficits in *Rbfox3*^*-/-*^ mice could not be rescued by applying the protein kinase C agonist, bryostatin-1 (Fig 5e). Our data suggest that deficits in LTD could be a reliable synaptic plasticity indicator of learning deficits in *Rbfox3*^*−/−*^ mice. PKC does not contribute to the deficits of LTD in *Rbfox3*^*−/−*^ mice.

**Fig 5:**
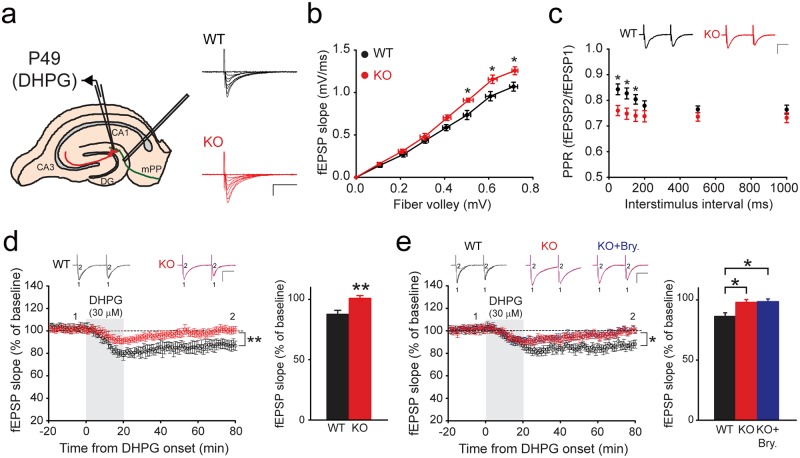
*Rbfox3*^*−/−*^ mice exhibited deficits of chemically induced long-term depression (LTD). (**a**) Schematic of recording configuration in hippocampal slices for LTD in the medial perforant path (mPP) of the dentate gyrus (DG). (**b**) Basal synaptic transmission from wild-type (WT) and *Rbfox3*^*−/−*^ (KO) mice was recorded and fiber volley amplitude plotted against the slope of field excitatory postsynaptic potential (fEPSP). WT, n = 7 slices, 3 mice; KO, n = 7 slices, 3 mice. Two-way repeated measures ANOVA with Holm-Sidak *post hoc* comparison, *P < 0.05. Representative traces with varying stimulus intensities from WT and KO mice are shown in (**a**). Scale bars represent 0.5 mV and 20 ms. (**c**) Analysis of paired-pulse ratio (PPR) at different interpulse intervals. Representative traces from WT and KO mice are from 50 ms inter-pulse intervals. Scale bars represent 0.5 mV and 20 ms (WT, n = 10 slices, 5 mice; KO, n = 10 slices, 5 mice). Two-way repeated measures ANOVA with Holm-Sidak *post hoc* comparison, *P < 0.05. **d**, Representative waveforms and averaged data of LTD following DHPG treatment. Bar graph shows lower LTD for KO than for WT mice. (WT, n = 10 slices, 5 mice; KO, n = 10 slices, 5 mice). Scale bars represent 20 ms and 0.5 mV. Two-way repeated measures ANOVA with Holm-Sidak *post hoc* comparison, **P < 0.01; Student’s *t*-test, two tailed, **P < 0.01. All data are the mean ± s.e.m. (**e**) Representative waveforms and averaged data of LTD following DHPG treatment with vehicle treatment in WT mice and with bryostatin-1 (Bry) or vehicle treatment in KO mice. Bar graph shows LTD in wild-type mice with vehicle treatment (black bar), knockout mice with vehicle treatment (red bar) and knockout mice with bryostatin-1 (Bry) (blue bar). WT, n = 6 slices, 3 mice; KO, n = 6 slices, 3 mice. Scale bars represent 20 ms and 0.5 mV. Two-way repeated measures ANOVA with Holm-Sidak *post hoc* comparison, *P < 0.05; One-way ANOVA with Holm-Sidak *post hoc* comparison, *P < 0.05. All data are the mean ± s.e.m.

### *Rbfox3* deletion causes abnormal exon usage of synapse-related genes and increases excitatory synaptic number

Dysfunction of synapses could partly contribute to the increase in neurotransmission and abnormal synaptic plasticity we observed in *Rbfox3*^*−/−*^ mice [6]. Therefore, RBFOX3 could play an important role in synaptic function. To address this question, we first examined the exons affected by *Rbfox3* deletion with RNA-Seq. 

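*Rbfox3* RNA was low in the cortex of *Rbfox3*-/- mice, and *Rbfox1* and *Rbfox2*, the other members of the family, were at similar levels in both genotypes. *Rbfox3* (ENSMUSG00000025576, chromosome 11 of GRCm38, 118489762 to 118911597, minus strand) was at 57.3 FPKM in the WT library and at 6.46 FPKM in the KO library, 8.87-fold lower. Of its 10 listed isoforms, the most abundant was at 27.5 FPKM in WT and at 2.06 FPKM in KO. The next isoform was at 23.5 FPKM in WT and at 2.40 FPKM in KO, and another at 3.72 FPKM in WT kept 1.44 FPKM in KO. The p-value of *Rbfox3* in the authors' deposited table is 5e-05, with a q-value of 0.019. *Rbfox1* was at 112 FPKM in WT and 122 FPKM in KO. *Rbfox2* was at 45.2 FPKM in WT and 49.3 FPKM in KO.

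By the paper's methods, RNA came from the right cerebral cortical hemisphere of P56 male mice, and the series holds 1 library per genotype. The spread between animals is therefore not known, and differences between these libraries have no replicate check. The submitters' processing notes name TopHat and Cufflinks with the GRCm38 genome, and the deposited tables give FPKM for 37303 genes and for their isoforms. The ratio of each gene was computed as the log2 of KO over WT after 1 FPKM was added to both values, which for *Rbfox3* is -2.97. The 13042 genes with a mean of at least 1 FPKM had a median log2 ratio of 0.02. Among the 6561 genes with a mean of at least 10 FPKM, the central 95% of log2 ratios lay between -0.37 and 0.42.

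At least a 2-fold difference was seen for 64 genes that were higher in the KO library and for 76 genes that were lower. With a mean of at least 5 FPKM required, 44 genes were higher and 37 lower, and with 0.1 FPKM added in place of 1, 96 were higher and 114 lower. Of the 64 and 76 genes, 39 and 43 genes were listed at 0 in the other library. The 10 largest ratios in each direction all came from gene models of this kind, for which no fold is given. In the authors' deposited table all of these have a q-value of 0.999 or more. Whether a value listed at 0 means absent RNA was not tested. *mt-Tf* was listed at 0 in WT and at 32404 FPKM in KO, *Mir129-1* at 0 and 20562 FPKM, and *Uhmk1* at 0 and 78.2 FPKM. A gene model that carries the name *Uck2* (ENSMUSG00000053664) was listed at 0 in WT and at 1520 FPKM in KO, while the annotated *Uck2* gene was at 7.37 FPKM in WT and 7.52 FPKM in KO. In the other direction, *mt-Co1* was at 24564 FPKM in WT and listed at 0 in KO, *Mir5133* at 12200 FPKM and 0, *Mir2861* at 8520 FPKM and 0, and *Mir540* at 4723 FPKM and 0. Of the 13042 genes, 12960 were above 0 in both libraries. This group, formed after the values were seen, held 25 of the higher and 33 of the lower genes. In that group *Ttr* had the lowest log2 ratio, -5.56, followed by *Rbfox3*, and *Arc* had the highest, 3.15.

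**Figure D1:**
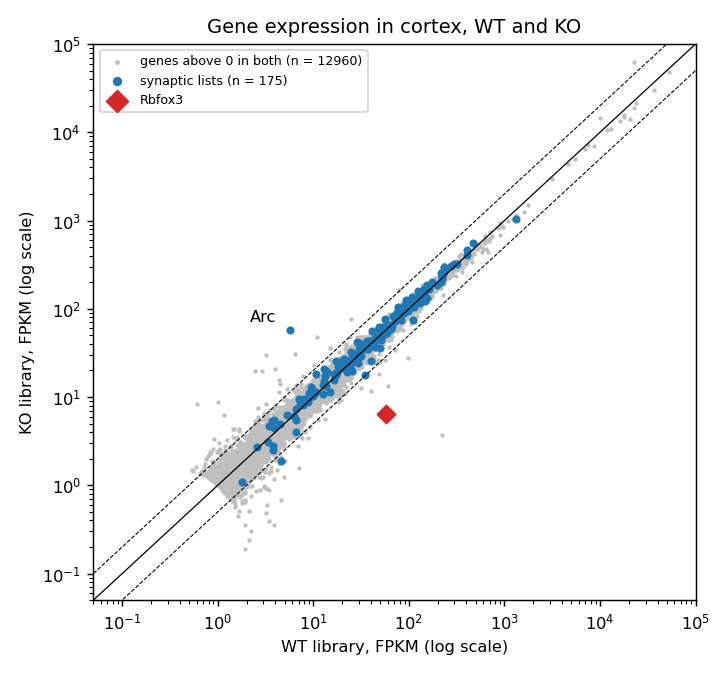
FPKM of each gene in the WT library (horizontal, log scale) and in the KO library (vertical, log scale). Grey points are the 12960 genes with a mean of at least 1 FPKM that are above 0 in both libraries, blue points the 175 genes of the synaptic lists, and the red diamond *Rbfox3*; the solid line marks equal values and the dashed lines a 2-fold difference.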

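The isoforms of most synaptic genes were present in similar proportions in WT and *Rbfox3*-/- cortex, and *Homer1* was among the exceptions. *Homer1* encodes a postsynaptic scaffold protein, and an isoform that made up 43.0% of its RNA in WT made up 18.1% in KO. *Snap25*, which encodes a protein of vesicle fusion, had a smaller difference in proportions.

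*Homer1* (ENSMUSG00000007617) lies on chromosome 13 from 93299635 to 93405129. Of its 11 isoforms, one was at 48.0 FPKM in WT and at 13.6 FPKM in KO. For this isoform the authors' deposited table gives a p-value of 0.00035 and a q-value of 0.242. The other abundant *Homer1* isoforms were at 38.6 FPKM in WT and 29.3 FPKM in KO, and at 21.6 FPKM in WT and 28.3 FPKM in KO. Of S1 Table, 407 exons of 474 were used here. In it the paper's log2 value of KO over WT is -0.61 for exon E014 of *Homer1*, whose first bases lie from 93356081 to 93356335 and overlap coding sequence of 1 of 12 annotated transcripts. Exon E025, whose first bases lie in an untranslated region of 3 of the transcripts, has the paper's value of 0.22.

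The main *Snap25* isoform was at 1245 FPKM in WT and at 899 FPKM in KO. Its second isoform was at 77.6 FPKM in WT and at 126 FPKM in KO, or 5.85% and 12.2% of the *Snap25* RNA. For this second isoform the p-value in the authors' deposited table is 0.629. The sequences given for the coding exons E008 (chromosome 2, 136769744 to 136769860) and E009 (136770058 to 136770174) of *Snap25* are each 117 bases long. Each is found in 1 of 3 annotated transcripts. An exon may be a base longer than its sequence, since that of E023 of *Homer1* ends at 93402270 and that of its neighbour E024 starts at 93402272. The paper's log2 values are 0.51 for E008 and -0.12 for E009.

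The difference in isoform proportions of a gene was computed as 50% of the summed absolute differences between the isoforms' shares in KO and WT, so that 0 means equal proportions and 1 no shared isoform. This shift was obtained for 8677 genes with at least 2 isoforms and at least 1 FPKM in both libraries. Its median was 0.0656, or 0.0499 among genes with at least 10 FPKM in both libraries, and the shift of *Snap25* was 0.0660. In all, 981 genes (11.3%) had a shift of at least 0.2. With at least 5 FPKM in both libraries it was 400 genes (6.32%), and with at least 10 FPKM 161 genes (3.54%). For the 135 genes measured in 5 lists of synaptic genes the median was 0.0419, with 28 genes at 0.1 or more and 5 at 0.2 or more. That median lay at percentile 73.8 of 10000 random lists of genes with like FPKM and isoform number, whose mean was 0.0391. Of the separate lists, 37 genes of the postsynaptic density had a median of 0.0718 at percentile 94.3. The median was 0.0524 for 20 glutamate receptor genes (percentile 72.5), 0.0211 for 15 genes of GABA and glycine synapses (percentile 36.2), 0.0328 for 37 genes of synaptic vesicles and active zones (percentile 73.5) and 0.0415 for 30 genes of synaptic adhesion (percentile 45.5).

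Among synaptic genes with at least 5 FPKM in both libraries, the largest shifts were those of *Psd2* (0.47), *Akap5* (0.28), *Homer1* (0.25) and *Grin1* (0.23). *Synj1*, *Doc2a*, *Cadps*, *Grm8*, *Dlg1* and *Syp* followed with shifts from 0.162 down to 0.140. The largest shifts over all genes at that level were in *Taf4a* (0.91), *9530068E07Rik* (0.86), *Tpst2* (0.73), *Ptpla* (0.63), *Sepsecs* (0.62), *Lmo2* (0.56), *Tmem63a* (0.51), *Acbd4* (0.51), *Cpne1* (0.49) and *Tti1* (0.49). An isoform of *Taf4a* at 5.31 FPKM in WT was at 0.0727 FPKM in KO, and another at 0.422 FPKM in WT was at 5.05 FPKM in KO. Isoform FPKM divides reads shared by several isoforms among them, and the exon counts behind the paper's values are not analysed here.

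**Figure D2:**
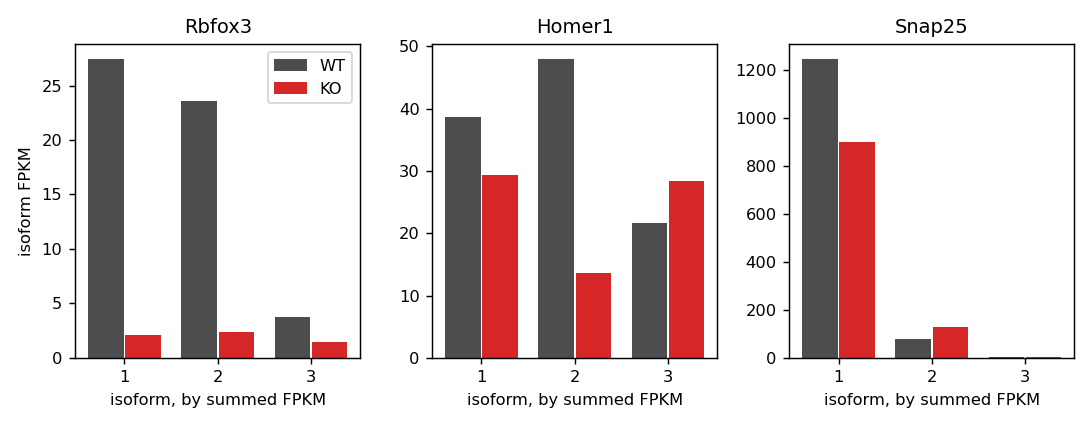
FPKM of the 3 most abundant isoforms of *Rbfox3*, *Homer1* and *Snap25*, ordered by summed FPKM, in the WT library (grey bars) and the KO library (red bars). Both abundant *Rbfox3* isoforms are low in KO, the second *Homer1* isoform is lower in KO while the third is higher, and the second *Snap25* isoform is higher in KO.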

We found a significant relationship between genes with affected exons and synaptic genes (Fig 6a). Since it has been shown that RBFOX family proteins bind to the TGCATG motif around the affected exons [7, 26], we focused on affected exons with surrounding TGCATG motif. 

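Exons of *Nrxn3*, *Gria1*, *Grm5*, *Camk2a* and other genes of the synapse have a TGCATG marked within 500 bp in the part of S1 Table used here. How often unaffected exons have a TGCATG within this distance was not tested. *Nrxn3* encodes a presynaptic adhesion protein, is read from the plus strand of chromosome 12 and was at 48.8 FPKM in WT cortex and 62.3 FPKM in KO cortex. The paper's table places a TGCATG 120 bp downstream of its exon E031, and motifs 2 bp upstream and 13 bp downstream of E046. For E020 of *Nrxn3*, a coding exon, the motifs are 414 bp upstream and 110 bp downstream. A motif is marked 42 bp downstream of E001 of *Grm5* and 290 bp downstream of E024 of *Gria1*. Marked motifs are also 30 bp upstream of E030 of *Camk2a* and 252 bp upstream of E046 of *Ppp1r9a*. All of these genes are on the plus strand. The paper's log2 values of KO over WT are -0.60 for E031, -0.12 for E046 and 0.31 for E020 of *Nrxn3*. They are 0.23 for the *Grm5* exon, -0.07 for those of *Gria1* and *Camk2a*, and -0.18 for that of *Ppp1r9a*. The bases held of E031 and E046 of *Nrxn3* and of the *Camk2a* and *Ppp1r9a* exons lie in untranslated regions. The paper's adjusted p-values of the *Grm5* exon (0.0191) and the *Camk2a* exon (0.0353) are above the 1% limit of its methods. For E014 of *Homer1* the motif is 431 bp downstream.

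This part holds 326 gene entries, with overlapping genes taken as 1 entry as in the table. Among them the marks fall on 128 exons of 118 entries (36.2%). Exons here are rows of the table, and neighbouring rows can share a motif. The marks 230 bp upstream of E023 and 460 bp upstream of E024 of *Homer1* are the same site. A motif upstream is marked for 68 entries and one downstream for 69, and for 62 entries a marked distance is within 250 bp. At most 1 distance is marked on each side, and other sites exist. Around E024 of *Gria1*, marked only 290 bp downstream, a further TGCATG lies in the bases held, so the 62 can be too low. The bases held allowed 76 marks to be looked up again, and the TGCATG was found at the stated distance for each of them.

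The strand on which the motif was read was determined by matching exon sequences to the annotated transcripts of their gene. Of 401 exons that matched, all 210 of plus-strand genes matched as written, and 190 of 191 exons of minus-strand genes matched as their reverse complement. The sequences thus follow the plus strand of the chromosome, so for a minus-strand gene a marked TGCATG reads CATGCA on the RNA, and upstream and downstream change places. This applies to 54 marked exons of 53 entries, such as E002 of *Psd3*, E004 of *Ywhaq* and E001 of *Rims1*. The other 74 marked exons, of 65 entries, belong to plus-strand genes. In the bases held around the exons of minus-strand genes, TGCATG on the RNA strand was found for 38 exons and CATGCA for 33. Around the exons of plus-strand genes TGCATG was found for 44 exons and CATGCA for 34. The bases held are the far part of the upstream column and the part of the downstream column next to the exon. On the RNA these are different regions for plus-strand and minus-strand genes, so the counts of the strands cannot be compared directly.

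**Figure D3:**
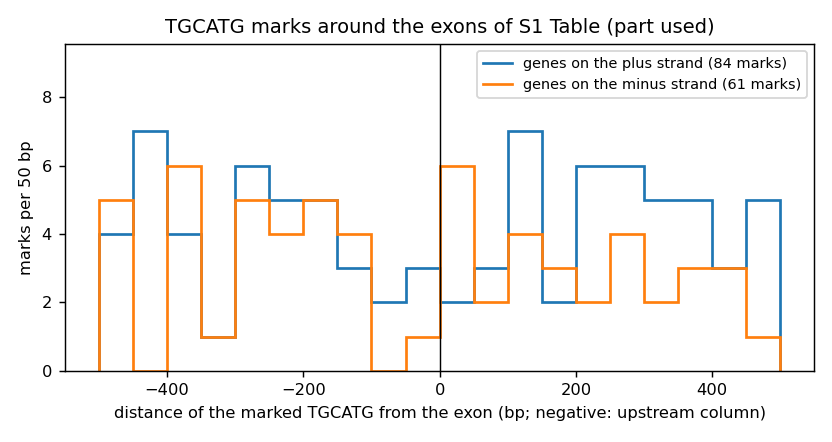
Distance from the exon to the first base of the marked TGCATG in the part of S1 Table used, in bins of 50 bp, with motifs of the upstream column at negative values. The blue line counts 84 marks of plus-strand genes and the orange line 61 marks of minus-strand genes, for which the columns follow the chromosome and not the direction of transcription.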

We observed that 101 out of 425 affected genes have surrounding TGCATG motif. The detailed information of affected genes is contained in S1 Table.

**Fig 6:**
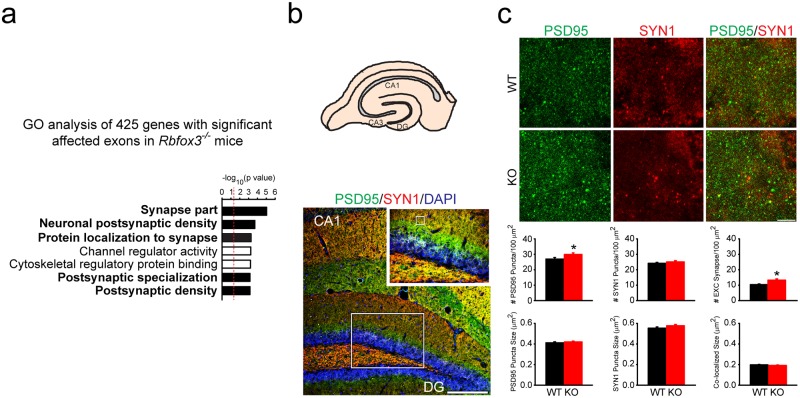
RBFOX3 regulates exon usage of synaptic related genes and *Rbfox3* deletion causes increased numbers of excitatory synapses. (**a**) GO analysis was performed for genes with affected exons. (**b**) Schematic of hippocampal dentate gyrus (DG) (top). Immunofluorescence staining of the DG (bottom); small box inside the large box indicates the area in which synapses were counted. Scale bar = 200 μm. Scale bar = 50 μm for the insert figure. (**c**) Top: Immunofluorescent staining was used to localize excitatory synapses with the postsynaptic marker (PSD95, green) and the presynaptic marker (SYN1, red) in the DG. Bottom: Quantification of the number and size of presynaptic and postsynaptic sites, and overlap. WT, n = 36 sections, 3 mice; KO, n = 36 sections, 3 mice. Scale bar = 5 μm. Student’s t-test, two tailed or Mann-Whitney Rank Sum Test, *P < 0.05. All data are the mean ± s.e.m.

To further determine whether synaptic number could be affected by *Rbfox3* deletion, we counted the number of excitatory synapses in the hippocampal dentate gyrus of *Rbfox3*^*−/−*^ mice (Fig 6b and 6c). We examined the number of excitatory synapses in the dendrites of hippocampal dentate granule cells from *Rbfox3*^*−/−*^ mice and WT counterparts with the presynaptic marker (Synapsin 1, SYN1) and excitatory postsynaptic marker (PSD95). We found a significant increase in the number of excitatory synapses in *Rbfox3*^*−/−*^ mice in comparison to WT counterparts (Fig 6c). There was no change in size of the pre- or post- synaptic synapses in *Rbfox3*^*−/−*^ and wild-type mice (Fig 6c). Our results indicate that RBFOX3 regulates synaptic formation and function. In addition, increased excitatory synapses could partly contribute to the increased synaptic transmission in *Rbfox3*^*−/−*^ mice [6].

## Discussion

Dysfunctional RBFOX3 has been identified in various neurological disorders such as epilepsy, cognitive impairments, developmental delay and autism spectrum disorder. How exactly RBFOX3 causes its related brain disorders remains unclear and the role of RBFOX3 in the brain is largely unknown. Our data show that expression of *Rbfox3* differed developmentally for distinct brain regions and deletion of *Rbfox3* resulted in decreased neurogenesis. *Rbfox3*^*-/-*^ mice displayed cold hyperalgesia, impaired cognition and defective synaptic plasticity. Synapse-related genes are downstream targets of RBFOX3 and deletion of *Rbfox3* resulted in increased numbers of excitatory synapses.

RBFOX3 expression peaked at P14 in the hippocampus and amygdala and at P21 in the cerebral cortex, striatum and cerebellum. The peak of RBFOX3 expression is within the course of maturation for these distinct brain regions: at least 28 days in the hippocampus [27], amygdala [28], striatum [29], and cerebellum [30–32]; and at least 30 days in the cerebral cortex [33, 34]. This developmental match indicates the important role of RBOFX3 during brain development. In addition, this developmental expression of *Rbfox3* is consistent with previous findings for developmental expression patterns of *Rbfox3* in the whole brain [35]. In our current study, we not only detected cognitive deficits in *Rbfox3*^*-/-*^ mice with alternate behavioral tests of learning (novel object recognition test) but also examined other behavioral phenotypes related to changes in brain structures and autistic phenotypes. The observation of cold hyperalgesia in *Rbfox3*^*-/-*^ mice is indicative of a sensory abnormality, similar to abnormalities of pain experienced by persons with autism spectrum disorder [18]. Therefore, it will be important to conduct additional studies to determine how RBFOX3 contributes to this phenotype. Our previous finding showed a reduction in anxious behavior in *Rbfox3*^*-/-*^ mice [6]. The circuitry for fear and anxiety is associated with the amygdala [36], and although not significant, the observation of a trend toward a decreased volume in the amygdala is consistent with the anxiety behavior in *Rbfox3*^*-/-*^ mice. This suggests further investigations of the role of RBFOX3 in fear and anxiety should be explored.

Postnatal neurogenesis occurs throughout adult life in the subgranular layer of the hippocampal dentate gyrus and has been suggested to play a critical role in cognitive function [37]. Postnatal neurogenesis is a dynamic process, which is regulated by an enriched external environment [38–40] and the complex heterogeneous cellular environment [41]. The hippocampal subgranular layer contains constituent cell types, which include progenitor and dividing cells, immature granule cells, astrocytes and GABAergic interneurons [41]. Among these different cellular inputs, activity-dependent regulation by GABA neurotransmission has been shown to influence key steps of adult hippocampal neurogenesis [42, 43]. *Rbfox3* is only expressed in postmitotic neurons and our results show that decreased hippocampal neurogenesis occurs in *Rbfox3*^*−/−*^ mice. This suggests that RBFOX3 may contribute to the complex heterogeneous cellular environment for hippocampal neurogenesis through GABAergic interneurons. It would be interesting to further investigate whether RBFOX3 could affect other neurogenic areas such as the subventricular zone (SVZ), to verify whether the effect on neurogenesis through RBFOX3 is universal or brain region-specific. For instance, neuronal stem cells in the olfactory bulb originate from all rostrocaudal areas of the SVZ [44], therefore, it would be interesting to examine the SVZ of *Rbfox3*^*-/-*^ mice to determine if there is a deficit in neurogenesis and an alteration of olfactory phenotypes. However, because Ki67 is a marker for proliferative cells, and the variation of its number may include changes in the number of glial cells in addition to DCX-positive cells, we can not exclude the possibility that decreased neurogenesis in *Rbfox3*^*-/-*^ mice is accompanied by a decrease in gliogenesis. Unfortunately, examining gliogenesis was out of the scope of this study and was not investigated it further.

In our previous study [6], we showed that RBFOX3 regulates excitatory and inhibitory synaptic transmission, short-term and long-term synaptic plasticity, dendritic complexity, spine density as well as affecting synapse-related behavior. The current study demonstrates RBFOX3 also affects synaptic number and chemically-induced long-term plasticity (DHPG-LTD). Electrically and chemically-induced long-term depression use different receptors and upstream mechanisms [22], therefore, the findings in this study suggest RBFOX3 downstream targets could control both upstream molecules. Importantly, since abnormal synaptic transmission and plasticity were also observed in other brain regions such as hippocampal CA1 of *Rbfox3*^*-/-*^ mice [6], our observations of deficits of neurogenesis in the DG do not fully explain abnormal synaptic formation and plasticity in the DG of *Rbfox3*^*-/-*^ mice. Moreover, the functions of the downstream targets of RBFOX3 are predominantly synapse-related. The exon usage of those synapse-related genes was affected in *Rbfox3*^*-/-*^ mice, also indicating alterations in synapse-related genes and abnormal patterns of synaptic markers are not fully due to disrupted neurogenesis. 

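At the level of whole genes, most synaptic transcripts were at similar levels in WT and *Rbfox3*-/- cortex, and more of them lay slightly higher in KO than lower. Of 175 genes in 5 lists of synaptic genes, set before the data were examined, 116 had a log2 ratio above 0 and 59 below 0. Their median lay at percentile 100 of random lists of genes with like mean FPKM. Against random lists also matched on transcript length, chosen after the data were seen, it lay at percentile 92.7. With 1 FPKM added to both values, *Arc* was the only gene of these lists with at least a 2-fold difference. *Arc* belongs to the postsynaptic density list and also to the immediate early genes. *Syn1*, the presynaptic marker gene, was at 221 FPKM in WT and 218 FPKM in KO. *Dlg4*, which encodes PSD95, was at 131 FPKM in WT and 115 FPKM in KO. These are RNA values of cortex at P56, whereas the paper counted sites of both proteins in the dentate gyrus of younger mice. The glutamate receptor gene *Grm5* was at 59.1 FPKM in WT and 60.6 FPKM in KO.

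The median log2 ratio was 0.08 for 41 genes of the postsynaptic density, at percentile 99.2 of such random lists. After *Arc*, *Frmpd4* was highest in this list (0.51), and *Tanc1* (-0.59) and *Homer1* (-0.56) were lowest. For 28 glutamate receptor genes the median was 0.07 (percentile 91.6), with *Grm2* (0.70) and *Grin2b* (0.54) highest and *Cnih2* (-0.24) and *Cacng8* (-0.23) lowest. For 23 genes of GABA and glycine synapses it was also 0.07 (percentile 96.3). *Gabra2* was lowest there, at 35.1 FPKM in WT and 17.8 FPKM in KO, and *Gabrb1* was highest, at 12.9 and 20.7 FPKM. For 51 genes of synaptic vesicles and active zones the median was 0.07 (percentile 99.7). *Doc2b* (-0.96) and *Vamp1* (-0.63) were lowest, *Doc2b* being 2.45-fold lower without the added FPKM, and *Syngr1* (0.46) and *Syt4* (0.43) were highest. In the authors' deposited table *Arc* and *Doc2b* both have a q-value of 0.019. For 37 adhesion genes the median was 0.11 (percentile 99.8), with *Odz2* (0.51) and *Epha4* (0.45) highest and *Efnb3* (-0.38) and *Epha7* (-0.34) lowest. Many synaptic transcripts are long, and against random lists that were also matched on transcript length, chosen after the data were seen, the 175 genes lay at percentile 92.7. The postsynaptic density lay at 44.7, glutamate receptors at 56.4, GABA and glycine synapses at 77.2, vesicles and active zones at 90.3 and adhesion genes at 79.9. Between the same libraries, the medians of 18 oligodendrocyte genes (-0.50), 14 striatal genes (-0.95) and 24 immediate early genes (0.83) were further from 0. From the affected exon usage of synapse-related genes, the paper reasons that changes in those genes and in synaptic markers are not due to disturbed neurogenesis alone.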

Future studies should determine how RBFOX3 regulates its synapse-related targets and which targets can rescue phenotypes in *Rbfox3*^*-/-*^ mice.

Our earlier study observed increased spine density in the granule cells of *Rbfox3*^*-/-*^ mice [6], and although synapses are built on dendritic spines which are correlated with synapses, immature spines do not represent synapses [45, 46]. Therefore, to validate our previous findings, we examined the synaptic number with synaptic protein markers. There were significant increases in the number of synapses in *Rbfox3*^*-/-*^ mice, confirming our previous results, which strongly suggest RBFOX3 plays an important role in synaptic formation, maturation, function and plasticity. It has been shown that excitatory/inhibitory synaptic imbalance contributes to autistic features [47] and seizures [48]. Therefore, the increased number of excitatory synapses in *Rbfox3*^*-/-*^ mice could disturb the balance of excitatory and inhibition synaptic input, which could provide a potential explanation of autistic features and seizures observed in persons with disrupted RBFOX3.

Taken together, our results show that RBFOX3 contributes significantly to neural and synaptic maturation and function. Our observations of developmental expression of *Rbfox3* suggest RBFOX3 plays a crucial role during brain development. Our data also suggest RBFOX3 plays an important role in maintaining an environment for normal neurogenesis. Deficits of short-term and long-term plasticity in the hippocampal dentate gyrus in *Rbfox3*^*−/−*^ mice indicate RBFOX3 is essential for synaptic function. The combined data showing downstream targets of RBFOX3 are synapse-related and excitatory synapses increase in *Rbfox3*^*−/−*^ mice suggest RBFOX3 plays a role in the mediation of synaptic formation and function. It will be important to conduct additional studies to better quantify the trend towards a decrease in amygdala volume in *Rbfox3*^*-/-*^ mice. Future studies are needed to precisely determine how presynaptic and postsynaptic proteins function under the control of RBFOX3. Understanding these relationships could lead to the development of therapeutic agents, which could be used to target areas affected by dysfunctional RBFOX3 in persons with RBFOX3 neurodevelopmental brain disorders.

## Supporting Information

S1 Table Summary of exon usage and GO analysis in *Rbfox3*^*-/-*^ mice.

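S1 Table gives, for each affected exon, the gene, the exon's number, an adjusted p-value from DEXSeq and the log2 of KO over WT. The numbers rise along the chromosome, also in minus-strand genes such as *Bsn*. Listed exons can be neighbouring pieces, as E023, E024 and E025 of *Homer1* are. S1 Table also marks a TGCATG in the 500 bp on either side, with its distance to the exon and the sequences searched. In the 407 exons used here, 133 have a positive log2 value and 274 a negative one. The median size of the paper's log2 values is 0.11, so most listed differences are small, and the values span -13.8 to 15.6.

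Placed on the annotation of GRCm38 through the bases held, 153 exons overlap coding sequence, 208 are in untranslated regions and 40 in transcripts without a coding sequence, and 6 were not placed. For 353 of the placed exons only the first bases along the chromosome were held, so an exon counted as untranslated can hold coding bases further in. Coding exons early in the table are E025 of *Prkcb* (the paper's log2 value -0.16), E093 of *Usp34* (-0.25), and E005 and E006 of the entry that joins *Prr14l*, *Pisd* and *Gm20671* (both -0.57). Exons with the held bases in untranslated regions include E067 of *Map2* (-0.16), E001 of *Bsn* (-0.13), E034 of *Slc1a2* (-0.04), E001 of *Nr1d1* (-0.30) and E001 of the entry of *Dph1* and *Ovca2* (0.27). Exons with these bases only in non-coding transcripts include E011 of *Hsph1* (0.88), E011 of *Dnajb5* (0.44) and E007 of *Rheb* (0.61). *Rbfox3* itself is listed with E005 (0.73), of which the bases held lie on chromosome 11 from 118491243 to 118491497, and with E006 (0.81). These are positive values of relative exon usage in a gene whose RNA was low in KO.

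Of the genes in the 5 synaptic lists, 39 appear in this part of the table with 56 exons, 18 with positive and 38 with negative values. A TGCATG is marked beside 24 of these exons, in 18 genes. The adjusted p-value is at most 0.01 for 258 exons in 211 gene entries and above it for 149 exons, up to 0.0393.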

How the deposited data were processed for this re-analysis (not part of the article)

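RNA from the right cerebral cortical hemisphere of P56 male mice had been sequenced as 1 WT and 1 *Rbfox3*-/- (KO) library. The series design names 1 wild-type and 1 homozygous knockout, and no count of mice is given beyond this. The labels of both libraries name cerebral cortex as the source, which is what was used here, but the submitters' extraction note covers either cortex or hippocampus and names a NucleoSpin kit, where the paper names RNeasy. No columns of other samples were used. The submitters' processing notes name TopHat and Cufflinks, without versions, and the GRCm38 genome. For the exon usage reported in the paper, the authors used BWA and DEXSeq, and those exon counts were not used here.

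The deposited gene table and the deposited isoform table give FPKM for both libraries. The p-values and q-values in them are the authors' own, and are printed as the authors' values. The deposited lists also hold the ratio of KO over WT and its log2, which were not used, since ratios were recomputed. The deposited lists of gene ontology and pathway terms give a p-value for each term and the count of genes in it, both as the authors made them. Rules for the authors' list of changed genes were tested on the authors' table of all genes: an FPKM above 0.3 in either library, at least a 2-fold difference with a value of 0 set to 0.001, and the authors' p-value under 0.05.

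FPKM carries no read counts, so the depth of the libraries is not known and no counting interval is given. Among 1951 genes with 1 isoform and values above 0 but below 0.3 FPKM in both libraries, the most frequent ratio of KO to WT was 0.888, and 19.8% of the ratios lay within 0.5% of this value times a ratio of whole numbers up to 4, against 0.923% to 2.46% when the value was moved to 8 other scales. This is what single fragments would give if the KO library were 1.13 times as deep as the WT library. The gene models were checked against the GENCODE annotation of GRCm38: 35445 of 37303 gene identifiers were found there, and 99.7% of these overlapped the annotated position. Symbols are those of the deposited table, in which *Odz2* is *Tenm2*, *Rod1* is *Ptbp3*, *Tmem90a* is *Syndig1l* and *Gm129* is *Ciart*. *Map2* is *Mtap2* there.

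Log2 ratios were computed as the log2 of KO + 1 over WT + 1 FPKM, for genes with a mean of at least 1 FPKM, on the values as deposited. A gene counted as higher or lower when this ratio was at least 1 in size, which is a 2-fold difference. With 1 library per genotype no test between genotypes exists, and the counts describe these libraries alone. Folds are ratios of FPKM without an added value and were not computed for a gene listed at 0.

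In all, 29 gene lists were fixed before the data were examined. They cover 5 groups of synaptic genes (postsynaptic density, glutamate receptors, GABA and glycine synapse, synaptic vesicle and active zone, synaptic adhesion), voltage-gated channels and pumps, splicing regulators, proliferation, immature neurons, excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia, endothelial cells, choroid plexus and ependyma, meninges and blood, striatum, hippocampus, thalamus and hypothalamus, immediate early genes, circadian clock, heat shock, cold and stress response, mitochondrially encoded genes, cytosolic ribosomal proteins, sex-linked genes and reference genes. The median log2 ratio of each list was set against 10000 random lists of the same size drawn from the same 20 bins of mean FPKM, and is described by its percentile among them. Lists with fewer than 5 measured genes have no percentile. A list outside the central 99% was singled out. Genes of a list are not independent, so a percentile is not a p-value. Lists of further striatal genes and of further rapidly induced genes were written after the first results and before the values of their members were seen.

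The isoform shift of a gene was the sum of the absolute differences between isoform shares, multiplied by 0.5. Genes needed at least 2 isoforms and at least 1 FPKM in both libraries, and a shift of at least 0.2 was counted. Random lists for shifts were matched in 10 bins of mean FPKM and 5 groups of isoform number. The inclusion of single exons was not computed from isoforms, because the isoform table gives no transcript identifiers.

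Of S1 Table, 407 of 474 exons were used, with the first part of each longer sequence. Because the table was held in part, no overlap or enrichment was tested on it. Exon sequences were matched to the annotated transcripts of the same gene in both directions to find their strand and position.

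Genes are named by rules set before the data were examined: genes named in the paper, the genes of the first 20 exons of S1 Table, whose values there had been seen, the 10 largest and 10 smallest log2 ratios, the 10 largest isoform shifts over all genes and over synaptic genes with at least 5 FPKM in both libraries, and the 2 highest and 2 lowest members of a list. Genes above 0 in both libraries with large ratios, other genes of S1 Table beyond the first 20 exons, and members singled out in other lists were chosen after their values were seen. Some genes that these rules name are not reported here.

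Alternatives were a pseudocount of 0.1 or 0.3, no filter or a mean of at least 5 FPKM, KO values rescaled to a median log2 ratio of 0, gene values summed over isoforms, other thresholds and definitions of the isoform shift, and other limits for the motif. Matching on transcript length, the restriction to genes above 0 in both libraries and the separation of genes by strand were added after the data were seen. For matching on length, 10 bins of mean FPKM and 5 bins of the longest annotated transcript were used. For isoform lists, 3 bins of length were added. Partial rank correlations of the log2 ratio with transcript length, GC content and genomic span used the 12872 genes of 13042 that have all of these values.

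The methods were tested on simulated data. With 200 of 13042 genes changed 4-fold, the 2-fold rule found 95% of them and called 0 unchanged genes. Of 200 unchanged lists of 25 genes, 0% fell outside the central 99% of random lists. Of 200 lists shifted by 0.2 on the log2 scale, 92% did. The simulated noise was equal at all FPKM levels, set no gene to 0 and held no trend with transcript length. For the 2-fold rule it was also narrower than the spread of the real ratios. These rates therefore need not hold for the real libraries. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.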

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

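The tests of between-library scaling and of a heat shock response, and the random lists matched on transcript length, were chosen only after the results were seen. Of 27 lists with a percentile, 10 had a median log2 ratio of KO over WT outside the central 99% of random lists matched on mean FPKM, where 0.27 would be outside by chance if genes were independent. They are listed because the gene levels of these groups are data the paper does not report on, although it does report on the exon usage of synaptic genes. With 1 library per genotype, none of the differences has a replicate check, and a percentile says only how unusual a list is within this pair of libraries.

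Striatal genes were lower in the KO library, 13 of 14 with a median of -0.95 (percentile 0), and so were choroid plexus genes. *Penk* was at 60.5 FPKM in WT and 13.2 FPKM in KO, *Adora2a* at 3.89 and 0.353 FPKM, and *Ppp1r1b* at 49.2 and 18.0 FPKM, while *Pdyn* (0.14) and *Rarb* (-0.37) had the highest ratios. *Ttr*, the most abundant choroid plexus transcript, was at 221 FPKM in WT and 3.71 FPKM in KO. The 4 measured genes of that list had a median of -1.13, with *Kcnj13* at -1.23 and *Kl* at -1.04.

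For this pattern, a shift in scaling between the libraries is argued against by the median of all genes, 0.0190. Transcript length is argued against by the random lists matched on it, among which the striatal median is again at percentile 0. A candidate explanation is more striatal tissue in the WT sample: a list of further striatal genes, whose values had not been seen, had a median of -0.23 with 11 of 13 genes lower, at percentile 0, although how much of these genes cortex itself expresses was not tested. An effect of the knockout on these genes stays open, because each genotype has 1 library. The choroid plexus genes were not tested apart from the striatal ones.

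Immediate early genes were higher in the KO library, 20 of 24 with a median of 0.83 (percentile 100). At least a 2-fold difference was seen for 11 of them. *Arc* was at 5.67 FPKM in WT and 58.1 FPKM in KO, *Fos* at 3.22 and 29.6 FPKM, *Npas4* at 2.47 and 19.8 FPKM, and *Egr2* at 0.612 and 8.29 FPKM. *Nptx2* (-0.83) and *Homer1* (-0.56) had the lowest ratios.

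Transcript length is argued against as the cause of this pattern, since the median lies at percentile 100 of random lists matched on it too. A heat shock response of the tissue is argued against by the median of the heat shock genes, which is -0.0914, with 17 of 21 genes lower (percentile 3.20). Recent stimulation of the tissue in the KO mouse stays open: a list of further rapidly induced genes had a median of 0.14 with 18 of 20 genes higher, at percentile 98.95, between the 2 bounds that had been set for it. An effect of the knockout on neuronal activity was not tested and stays open as well.

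Long transcripts were higher and short transcripts lower in the KO library. Across 12872 genes, which are not independent replicates, the rank correlation of the log2 ratio with transcript length was 0.30, and the median ratio went from -0.08 in the shortest 1609 genes to 0.13 in the longest 1609. Ribosomal protein genes, which are short, were lower in 40 of 40 cases with a median of -0.14 (percentile 0.01). Voltage-gated channels and pumps had a median of 0.16 (percentile 100), with *Kcnq3* (0.55) and *Kcna2* (0.50) highest and *Scn4b* (-0.98) and *Kcna1* (-0.41) lowest. Adhesion genes had a median of 0.11 (percentile 99.8) and genes of synaptic vesicles and active zones one of 0.0666 (percentile 99.7).

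With genomic span and GC content held constant, the correlation with transcript length was 0.20, so length itself may underlie these list medians. When random lists were matched on length, the ribosomal genes lay at percentile 4.71, channels at 98.8, adhesion genes at 79.9 and vesicle genes at 90.3, all inside the central 99%, with their medians as before. GC content is argued against by a partial correlation of -0.0245. Genomic span stays open, with a partial correlation of 0.0591. Whether the length trend came from the libraries or from the genotype was not tested.

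Oligodendrocyte genes were lower in the KO library in 18 of 18 cases, with a median of -0.50 (percentile 0). *Mbp* was at 679 FPKM in WT and 444 FPKM in KO, *Trf* (-0.70) and *Mobp* (-0.66) had the lowest ratios and *Olig1* and *Aspa* (both -0.36) the highest. Circadian clock genes were higher in 16 of 18 cases, with a median of 0.32 (percentile 100). *Gm129*, at 10.2 FPKM in WT and 22.9 FPKM in KO, and *Per1*, at 7.87 and 17.5 FPKM, were highest, and *Nfil3* (-0.26) and *Arntl* (-0.22) lowest. The cold and stress response list had a median of 0.23 (percentile 99.6) over 8 genes, of which 5 were higher, from *Cdkn1a* (-0.48) to *Sgk1* (0.82). The 15 listed mitochondrially encoded genes were all lower, with a median of -0.24 (percentile 0.01), *mt-Co1* because it was listed at 0 in KO. All mitochondrial gene models together made up 18.8% of the summed FPKM in WT and 19.0% in KO, or 33.9% and 31.3% without the largest gene model, *Mir5105*, which held 44.7% and 39.2% of the sums. *mt-Tf*, which is not in the list, was listed at 0 in WT and at 32404 FPKM in KO. Oligodendrocyte, circadian, cold and stress, and mitochondrial genes also lay outside the central 99% of random lists matched on length, at percentiles 0, 100, 99.98 and 0.36. The cold and stress list lay inside it with no filter on FPKM (median 0.0870, percentile 87.3) and with a mean of at least 5 FPKM (0.21, percentile 98.6).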

How the results depend on the processing

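Matching random lists on transcript length, the restriction to genes above 0 in both libraries and the count on plus-strand genes were chosen only after the data were seen; the other alternatives were set before the data were examined. No paired analysis was possible because each genotype has 1 library. Of 217 values computed under alternatives, 187 kept their side of the central 99%, moved by less than 1 SD of the random medians where they lay inside it, or for counts stayed within 1.5 times the first count. Some of these could hardly move. Matching on length changed only the random lists, and the postsynaptic density is counted as kept although it went from percentile 99.2 to 44.7. Gene values summed over isoforms gave the same counts of 64 and 76 genes. No list outside the central 99% changed sign. Inside it the sign changed in 6 cases: with no filter on FPKM for proliferation (-0.0187 to 0.0167) and thalamus, with a mean of at least 5 FPKM for hippocampus (0.0267 to -0.00335), with KO rescaled for excitatory (0.00659 to -0.0117) and inhibitory neurons (0.0140 to -0.00733), and with a pseudocount of 0.1 for endothelial cells (-0.00627 to 4.39e-05). The choroid plexus list had too few genes for a percentile and is counted as kept, although its median was -5.56 with a mean of at least 5 FPKM, where *Ttr* alone was left. The log2 ratio of *Rbfox3* lay between -3.13 and -2.97 under its 4 alternatives.

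With a mean of at least 5 FPKM, 44 genes were at least 2-fold higher in KO and 37 lower, in place of 64 and 76, so that the larger number was then the higher genes; fewer genes were counted, and the cause of the turned balance was not tested. Among genes above 0 in both libraries 25 were higher and 33 lower. The striatal median was -0.94 or lower under all 6 alternatives. The median of immediate early genes lay between 0.71 and 0.95, and that of oligodendrocyte genes between -0.57 and -0.50.

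With no filter on FPKM, the vesicle genes (median 0.0666) and the cold and stress genes (0.0870) came inside the central 99%, the choroid plexus list (-0.51) then had enough genes for a percentile and lay outside, and the thalamus median was -0.000885. With a mean of at least 5 FPKM, the postsynaptic density (0.0903) and the meninges and blood list (-0.34) came to lie outside and the cold and stress genes (0.21) inside, and the medians of immature neurons (0.14), excitatory neurons (0.10), endothelial cells (-0.0839) and thalamus (0.34) moved by more than the spread of random lists. With no filter the same 51 vesicle genes were measured with the same median, and only the random lists had changed. For the other lists the filters change which genes are measured; other causes were not tested. Matched on length, vesicle genes (0.0666), adhesion genes (0.11), channels (0.16), ribosomal genes (-0.14) and all synaptic genes (0.0829) came inside the central 99% with the same medians, since the random lists had changed.

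The 981 genes with an isoform shift became 2951 at a threshold of 0.1, 362 at 0.3, 400 with at least 5 FPKM, 161 with at least 10 FPKM and 635 by the largest single difference in share. The median shift of synaptic genes stayed between percentiles 51.6 and 89.9 under all 6 alternatives. The 118 gene entries with a marked TGCATG became 62 within 250 bp, 70 at an adjusted p-value of at most 0.01 and 65 on the plus strand. They became 69 when marks of the downstream column alone were counted and 68 with those of the upstream column. Entries marked in both columns are in both of these counts, and the columns follow the chromosome. The authors' list of 174 genes became 101 when 0.3 FPKM was required in both libraries. Tighter limits lower such counts and looser ones raise them by construction. The share of genes with an isoform shift also fell, from 11.3% to 3.54% with at least 10 FPKM, and the cause of that fall was not tested.

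Exon inclusion from isoforms and its alternative were not run, because isoforms could not be matched to transcripts. FPKM without read counts limits statements on weakly expressed genes, since the counting error of a value is not known.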

Differences from the paper's values

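The paper states counts of genes for the exon analysis only, and with all exons used and motifs within 500 bp neither of the 2 counts differs from the paper's by more than 1.5 times. In the 407 of 474 exons of S1 Table used here, 326 gene entries have affected exons, where the paper reports 425 genes. An entry can join several genes and the table was used in part, so the count of 326 entries and the paper's count are not of the same kind. A TGCATG is marked for 118 of these entries, where the paper reports 101 genes for the whole set, so the part of the table used already marks more genes than the paper counts. Of the alternatives set before the data were examined, the restriction to an adjusted p-value of at most 0.01, the limit in the paper's methods, gives 211 entries, of which 70 have a mark, and limiting the motif to 250 bp gives 62 entries with a mark. Counting marks of the downstream column alone gives 69 entries and those of the upstream column 68, with entries marked in both columns in each count. Of the exons used, 149 have an adjusted p-value above that limit. The exons looked at run in rising order of this value, which reaches 0.0393 in the part used. If that order holds throughout, the exons left out also lie above the limit, and 211 is the full count of entries at it. Restricting the marks to genes on the plus strand, chosen after the values were seen, gives 65 entries. The counts of 211, 62 and 65 differ from the paper's by more than 1.5 times, and those of 70, 69 and 68 do not. None of these alternatives gives 101.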

Other observations

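The isoform shifts of lists other than the synaptic ones, splicing regulators among them, were computed only after the data were seen. These are values of 1 library per genotype.

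The paper studies neurogenesis in the hippocampus, for which these cortex libraries hold no sample. In cortex, *Dcx* was at 12.8 FPKM in WT and 20.8 FPKM in KO, *Mki67* at 0.176 and 0.232 FPKM, and *Numb* at 16.7 and 18.5 FPKM. The median log2 ratio was 0.06 for 15 genes of immature neurons (percentile 81.0), -0.02 for 5 proliferation genes (percentile 39.1) and 0.03 for 10 hippocampal genes (percentile 54.1). *Prkca* was at 32.4 FPKM in WT and 31.9 FPKM in KO, and *Prkcb* at 132 and 136 FPKM. *Actb* was at 516 FPKM in WT and 472 FPKM in KO.

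Other lists lay inside the central 99% of random lists. The median log2 ratio was 0.01 for excitatory neurons (percentile 46.3), 0.01 for inhibitory neurons (percentile 55.3), 0.06 for astrocytes (percentile 91.0), 0.03 for oligodendrocyte precursors (percentile 58.1), -0.06 for microglia (percentile 4.94) and -0.01 for endothelial cells and pericytes (percentile 29.6). It was -0.08 for meninges and blood (percentile 8.52), 0.12 for thalamus and hypothalamus (percentile 88.9), 0.04 for splicing regulators (percentile 87.9) and -0.05 for reference genes (percentile 29.6). The 4 measured sex-linked genes had a median of 0.17.

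Splicing regulators differed more in isoform proportions than random lists of genes with like FPKM and isoform number. The median shift of 20 regulators was 0.103 (percentile 99.9, and 99.8 without *Rbfox3*), against a mean of 0.0519 for the random lists. The largest shifts in the list were in *Celf6* (0.361), *Rod1* (0.277), *Celf1* (0.212), *Rbfox3* (0.20) and *Nova2* (0.161), and *Celf4* had the smallest (0.000417). Shifts were small in astrocyte genes (median 0.00661 over 14 genes, percentile 0.04) and in genes of endothelial cells and pericytes (0.0134 over 14 genes, percentile 0.23).

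The authors' deposited table has a list of 174 changed genes, 63 higher and 111 lower in KO. The rule of 0.3 FPKM in either library, a 2-fold difference and the authors' p-value under 0.05 gave the same 174 genes. For isoforms the authors' deposited list has 551 entries, and the rule gave 551. By the authors' q-values, 40 genes are marked significant in the authors' deposited table, 17 higher and 23 lower in KO, and 39 isoforms.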
